A study of Mus musculus with 346 samples. Its data were reported in "Construction of developmental lineage relationships in the mouse mammary gland by single-cell RNA profiling" (2017).

How the data were processed

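Gene expression was measured in 346 single cells from the mammary glands of FVB/NJ mice, an inbred laboratory strain. The cells were sorted epithelial cells caught on Fluidigm C1 chips, which hold each cell in its own chamber, lyse it there and amplify its polyadenylated RNA into full-length cDNA. Per the study's methods, each captured cell was looked at under a microscope before cDNA was made. The labels place 144 cells at pre-puberty (2 weeks of age), 136 at puberty (4.7 to 4.9 weeks) and 66 in adulthood (10 weeks). The pubertal and adult cells are part of those the study used.

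The deposited counts are whole numbers of read pairs per gene, given for each cell separately and not normalised. To make them, the authors mapped the read pairs to the mm10 mouse genome with the Subread aligner and assigned them to Entrez genes with featureCounts and its built-in RefSeq annotation. The versions and the treatment of read pairs shared between similar genes were not stated, so the values of genes with pseudogenes or near-identical copies, such as Krt8, Krt18, Hspa1a and Hspa1b, are uncertain. The protocol has no molecular identifiers, so amplified copies of a molecule are counted separately. Each file also gave the authors' deposited length of each gene in bases, which was used only to turn counts into RPKM. RPKM here is reads per 1000 bases of that length per 1000000 reads, computed from the counts.

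The files held 27179 genes. Symbols and coordinates were taken from the RefSeq annotation of GRCm38.p6, the assembly that mm10 stands for, where 25275 genes had a match on the Entrez number. As in the study, the 1904 genes with no match, 15 mitochondrial genes and 118 ribosomal protein genes were removed, which left 25142 genes. A cell was kept when at least 100000 reads fell on these genes and at least 1500 of them were detected, the coverage filter of the study's methods. No doublet caller was run, since the wells had been inspected by the authors, and cells that carried markers of several cell types were left in. No 2 cells held identical counts.

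The labels name no mouse for any cell. Each stage was therefore treated as 1 sample, no statistical test was made between stages, and cells were not used as replicates. For each gene the reads of all kept cells of a stage were summed and given as counts per 1000000 reads (CPM) of the stage's total, with an exact Poisson interval at 95%. Log2 ratios between stages were taken after adding 5 CPM to both values, which understates the change of low genes. Shares of cells are given with exact (Clopper-Pearson) binomial intervals at 95%, and where no cell was positive, with the limit set by 3 counts. These intervals and limits cover counting error only, and not the differences between mice, sorts or chips.

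Detection and gene number depend on depth, so each kept cell was also thinned at random to 100000 reads. No kept cell was left out by this step, because the filter had the same minimum. Distances between cells were the root mean square of the 500 largest log2 differences on log2(CPM + 10) of the thinned counts. Cd55 was called present at above 40 RPKM, as in the study, and the same threshold was applied here to the keratins and the other genes counted per cell in this way. Cells were clustered by Ward's method on 20 principal components of the 1000 most variable genes, on log2(CPM + 10), into 8 clusters.

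Gene lists fixed before the data were examined were the 200 luminal and 200 basal genes the study took from bulk RNA-seq, its gene clusters I to VI, and marker lists for cell types: pan-epithelial (14 genes), basal (15), luminal (10), luminal progenitor (10), mature luminal (10), fibroblast (19), endothelial (10), immune (11), pericyte (7), neuron (7), melanocyte (6), skeletal muscle (6) and adipocyte (5). Schwann cells, the glia of peripheral nerves, had a list of 24 genes that the study does not name and a list of 11 that it does. There were also lists of 12 immediate early genes, 10 cell cycle genes and 4 genes of the Y chromosome. Of all listed genes, 1 had no match. The median log2 ratio of a list was set against 10000 random lists of the same size drawn from 20 bins of mean expression, as a description of these libraries. The rule for naming single genes was also fixed beforehand: genes the study's text discusses, the 5 largest log2 ratios in each direction for each pair of stages among genes at 100 CPM or more and detected in at least 50% of thinned cells of the higher stage, the members of a marker list with the largest CPM, and the 10 genes with the largest fold in a cluster.

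The calculations were tested on simulated cells with the real depths of pre-puberty and puberty over 25142 genes. The gene means were pooled over all kept cells and were the same in both simulated stages, apart from the changed genes. Of 200 genes changed by a log2 value of 2, 100% took the right direction, and the median log2 ratio was 1.82 for the risen genes and -1.58 for the fallen ones, so the change of fallen genes was understated more. Lists of risen and of fallen genes stood at the 100 and 0 percentiles of random lists, and 39 of 40 unchanged lists stood between 2.5 and 97.5. In the same cells the distances and clusters did poorly: the median distance was 5.27 both within and between the simulated stages, and clustering into 2 groups put 77.2% of cells in their own group. A stronger simulation, with 200 genes changed by a log2 value of 4, was added after that outcome was seen. Its distances were 5.00 within and 5.32 between stages, and 100% of cells fell in their own group. Distances and clusters can therefore miss differences of the size of the first simulation.

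Alternatives chosen before the data were examined were another coverage filter (50000 reads and 1000 genes, 200000 reads and 3000 genes, or none), equal weight for each cell, TMM factors from edgeR, 1 CPM in place of 5, the study's filter of 1 CPM in 3 cells, 100 genes for the distances, no thinning, lower thresholds for presence, 6 or 10 clusters, 500 or 2000 variable genes, and clustering without the basal and luminal lists. A window of 200000 to 600000 reads per cell was added after the depths had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 was used, with R 4.3.3 and edgeR 4.0.16 for the TMM factors. A table of the whole series was not used, because its column names could not be matched to the cell numbers in the labels.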

Results

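Single-cell RNA-seq profiles of mammary epithelial cells were compared between 3 stages of post-natal development: pre-puberty, puberty and adulthood. The median cell had 276710 reads on all genes at pre-puberty, 640822 at puberty and 309166 in the adult, and single cells ranged from 209 to 1317107. The coverage filter kept 116 of 144 pre-pubertal cells (80.6%, 95% interval 73.1 to 86.7), 119 of 136 pubertal cells (87.5%, 80.7 to 92.5) and 44 of 66 adult cells (66.7%, 54.0 to 77.8), or 279 cells in all. Pre-pubertal cells differed by cell number, a split seen in the depths and not named in the labels: 12 of cells 1 to 37 passed (32.4%, 18.0 to 49.8; median 937028 reads), and 104 of the 107 from 38 on (97.2%, 92.0 to 99.4; median 283483 reads). Counting every gene, which moved these shares most, gave 71.2% in the adult. The kept cells had 109387 to 1189155 reads on the analysed genes, with medians of 296600 at pre-puberty, 574825 at puberty and 334667 in the adult. They detected medians of 3569, 3594 and 2926 genes, or 2864, 2706 and 2158 genes once every cell was thinned to 100000 reads. No mouse was named for any cell, so none of the differences below has a replicate check, and all intervals cover counting error only.

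The comparison of single genes asked which genes set pre-pubertal cells apart. Vimentin (Vim; Entrez 22352, chromosome 2, 13574311 to 13582826 in GRCm38) stood at 2752 CPM at pre-puberty (95% interval 2736 to 2768), 214 CPM at puberty (210 to 217) and 400 CPM in the adult (391 to 409), where a single cell held 40.0% of the reads and the value without it was 245 CPM. The log2 ratio was 3.66 against puberty and 2.77 against the adult. After thinning, Vim was detected in 100% of pre-pubertal cells (96.9 to 100), 37.8% of pubertal cells (29.1 to 47.2) and 45.5% of adult cells (30.4 to 61.2). Unthinned, the last 2 shares were 46.2% and 52.3%. Sparc (Entrez 20692, chromosome 11, 55394159 to 55420080) likewise had 6529 CPM at pre-puberty, 589 at puberty and 872 in the adult, with log2 ratios of 3.46 and 2.90. For Sfrp1 the values were 683, 46.5 and 6.53 CPM, with 0.782 CPM in the adult without its top cell. For Ncam1 they were 897, 14.2 and 15.8 CPM, with 3.88 and 7.15 CPM at puberty and in the adult without the top cell of each. The notch effector Hes1 had log2 ratios of 1.50 and 1.40 and was detected in 98.3%, 85.7% and 77.3% of thinned cells.

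Lgr5 was detected in 25.9% of thinned pre-pubertal cells (18.2 to 34.8), 2.52% of pubertal cells and 13.6% of adult cells. Its 75.0 CPM at pre-puberty and 72.2 CPM in the adult gave a log2 ratio of 0.05, but a single cell held 61.1% of the adult reads, and without it the adult value was 29.4 CPM. With equal weight for each cell the ratio was -0.11. Fos had 4737 CPM at pre-puberty, 1236 at puberty and 4018 in the adult, so its log2 ratio was 1.93 against puberty and 0.24 against the adult. Egr1 had 4642, 662 and 2101 CPM.

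Genes of the study's gene cluster III were compared next, since it was described as shared by pre-puberty and puberty. Nras had 2458 CPM at pre-puberty, 1607 at puberty and 216 in the adult, and Gsk3b had 1624, 1118 and 335 CPM. The 13 genes of that list that could be matched had a median log2 ratio of 0.61 for pre-puberty over puberty and 1.25 for puberty over the adult. Both ratios stood high among matched random lists, at the 99.6 and 100.0 percentiles. Gsk3b was still detected in 97.7% of thinned adult cells and Nras in 75%. This list and the others taken from the study's gene clusters were chosen by the authors on overlapping cells and are no independent evidence. The median log2 ratios for pre-puberty over puberty of the others were 3.40 for cluster I, 4.04 for II, 3.15 for IV, -4.48 for V and -1.94 for VI.

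The luminal and basal programs were then followed across stages. Over the 200 luminal genes the median log2 ratio was -1.84 for pre-puberty over puberty and -2.14 for pre-puberty over the adult, and none of 10000 matched random lists was as low in either case. Between puberty and the adult the median was 0.01 (10.2 percentile) while the mean was -0.23, so median and mean differed in sign. The choice that moved the 2 pre-pubertal medians most was the added constant: with 1 CPM the first became -3.18. Among the alternatives, the median of puberty over the adult moved most, to 0.33, in cells with 200000 to 600000 reads. Over the luminal members at 10 CPM or more at either stage that median was -0.35, so its sign depended on the genes and cells counted. The median over all 8893 genes at 10 CPM or more was -0.13 for pre-puberty over puberty, a shift that is small beside the luminal values. Of the 200 luminal genes, 180 were lower at pre-puberty than at puberty and 20 were higher.

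Over the 200 basal genes the median log2 ratio was 0.02 for pre-puberty over puberty (95.3 percentile), 0.03 for pre-puberty over the adult (40.6 percentile) and 0.00 for puberty over the adult (1.72 percentile, mean -0.11). Low genes, whose ratios the 5 CPM pull toward 0, weighed on these medians: over the members at 10 CPM or more at either stage they were 0.47 (139 genes), 0.50 (138 genes) and -0.21 (129 genes). The medians also hid members that went opposite ways. Against the adult, 59 basal genes had a log2 ratio above 1 at pre-puberty, 49 had one below -1, and 92 lay between. The 15 classical basal markers were all lower at pre-puberty than in the adult, with a median log2 ratio of -2.19, and 14 of the 15 are in the list of 200.

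Single genes showed the same split. Krt8 (Entrez 16691, chromosome 15, 101996711 to 102004342) had 33.8 CPM at pre-puberty (32.0 to 35.6), 925 at puberty (918 to 932) and 869 in the adult (856 to 882), and was detected in 9.48%, 92.4% and 90.9% of thinned cells. Krt18 had 72.5, 2486 and 1712 CPM, with 89.8% of the pre-pubertal reads in a single cell and 7.46 CPM without it. Without the top cell, Krt8 had 18.1 CPM and Epcam 9.22 CPM at pre-puberty. Epcam (Entrez 17075, chromosome 17, 87635979 to 87651127) had 16.4, 940 and 1453 CPM and was detected in 15.5% (9.46 to 23.4), 95.8% (90.5 to 98.6) and 93.2% (81.3 to 98.6) of thinned cells. For the progesterone receptor Pgr and for Foxa1, 1 read each was counted in all pre-pubertal cells together. Pgr had 80.9 CPM at puberty and 113 in the adult, and Foxa1 was detected in 48.7% of thinned pubertal cells and 25% of adult cells. The oestrogen receptor Esr1 had 5.38, 52.5 and 191 CPM, but 78.6% of the adult reads came from a single cell, without which the adult value was 42.8 CPM and below that of puberty. In cells with 200000 to 600000 reads, a window chosen after seeing the data, its log2 ratio of puberty over the adult changed from -1.77 to 2.37.

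The basal genes Krt14, Acta2 and Myh11 were highest in the adult. Krt14 (Entrez 16664, chromosome 11, 100203162 to 100207510) had 140 CPM at pre-puberty, 224 at puberty and 829 in the adult, and was detected in 26.7% (18.9 to 35.7), 38.7% (29.9 to 48.0) and 72.7% (57.2 to 85.0) of thinned cells. Unthinned, the shares were 34.5%, 50.4% and 84.1%. Acta2 had 622, 1635 and 3439 CPM and Myh11 was detected in 24.1%, 28.6% and 68.2% of thinned cells. A single cell held 50.9% of the pre-pubertal Acta2 reads, and without it the value was 315 CPM. Ngfr had 62.6 CPM at pre-puberty, no read at puberty and 3.26 CPM in the adult, all from a single cell. Erbb3 had 17.6, 20.3 and 4.23 CPM, the last again from a single cell. It was detected in 22.4% of thinned cells at pre-puberty (15.2 to 31.1), 12.6% at puberty (7.23 to 19.9) and 2.27% in the adult. Its log2 ratio of pre-puberty over puberty, -0.16, became 0.21 under the stricter coverage filter and 0.08 with equal weight for each cell. Nrg1 was highest at puberty, with 32.1, 640 and 187 CPM, or 20.2 CPM at pre-puberty and 97.7 CPM in the adult without the top cell of each.

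**Figure D1:**
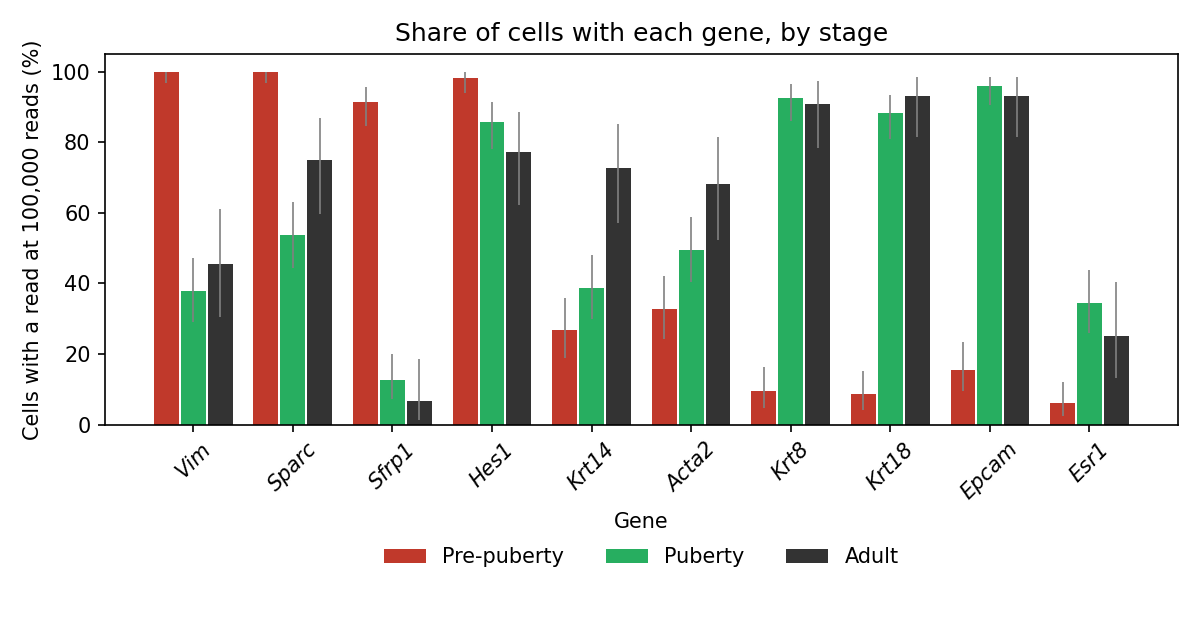
Percent of thinned cells (100000 reads each) with at least 1 read of each gene, on a linear axis from 0, by stage, with exact 95% binomial intervals as error bars. Vim and Sparc were detected in 100% of pre-pubertal cells, while Krt8 and Epcam were detected in 90.9% or more of pubertal and adult cells.

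The largest log2 ratios by the fixed rule were then listed. Cdh19 (7.63), Kcna1 (7.36), Fign (7.26), Tmod2 (6.74) and Gfra3 (6.53) led pre-puberty over puberty. In the other direction AW112010 (-9.38), Il33 (-8.11), Fgb (-7.73), Ly6d (-7.66) and Mal2 (-7.31) led. AW112010, Il33 and Ly6d had no read and Fgb had 1 read at pre-puberty, so these ratios are set by the 5 CPM added and are no bounds. The same holds in the first direction, where Gfra3 had 1 pubertal read, Cdh19 11, Tmod2 15 and Fign 82. With 1 CPM added the ratio of Cdh19 was 9.78. Against the adult, Kcna1 (9.02), Gatm (8.19), Lpar1 (7.65) and Zeb2 (7.59) were among the highest at pre-puberty. There was no adult read of Kcna1, and there were 12 of Gatm and 5 of Zeb2, so their ratios depend on the 5 CPM as well. The milk protein genes Csn1s1, Csn2 and Csn1s2a had the lowest ratios of puberty over the adult, at -4.09, -4.74 and -6.33. They were detected in 59.1%, 59.1% and 61.4% of thinned adult cells and in 7.56%, 0.840% and 1.68% of pubertal cells. Without the top cell of each stage the adult values were 2728, 1691 and 1232 CPM, and the pubertal values were 98.9, 0 and 0.103 CPM.

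Markers of cell types were counted in each thinned cell. The median pre-pubertal cell had 1 of 14 pan-epithelial genes (quartiles 0 and 2), against 8 at puberty (6 and 9) and 5 in the adult (4 and 6). It had 3 of 15 basal markers, against 2 and 7, and 0 of 10 luminal markers, against 6 and 5. Of luminal progenitor markers the medians were 0, 1 and 3, and of mature luminal markers 0, 5 and 4. Of the 24 Schwann genes the medians were 15 (quartiles 13 and 16.3), 2 and 2, and of the 11 Schwann genes that the study names they were 7, 0 and 0. The fibroblast medians were 5, 1 and 1. Endothelial, immune, pericyte, neuron, melanocyte, skeletal muscle and adipocyte markers had medians of 0 at every stage. Among the Schwann genes with the largest CPM, Pmp22 had 5022, 883 and 106 CPM, Kcna1 had 2597 and 10.8 CPM with no read in the adult, and Cnp had 1868, 108 and 57.5 CPM. Without the top cell of a stage, Pmp22 had 127 CPM at puberty and 60.3 in the adult, Kcna1 had 5.98 at puberty, and Cnp had 24.3 in the adult. Immediate early genes had a median log2 ratio of 1.05 for pre-puberty over puberty and -0.10 for pre-puberty over the adult. Cell cycle genes had -0.77 and 0.51. Xist had 585, 856 and 378 CPM, and none of the 4 Y chromosome genes reached 1 CPM at any stage.

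**Figure D2:**
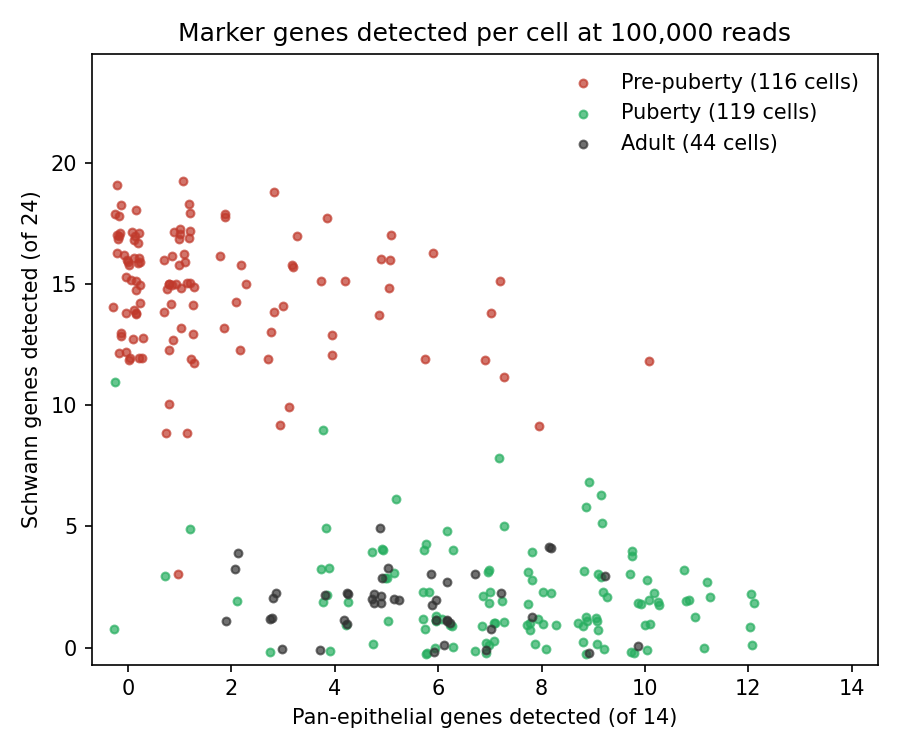
Number of 14 pan-epithelial genes (horizontal axis) and of 24 Schwann genes (vertical axis) with at least 1 read in each kept cell after thinning to 100000 reads, with small random offsets so that points do not hide each other. Pre-pubertal cells had medians of 1 and 15, pubertal cells 8 and 2, and adult cells 5 and 2.

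How much the cells of a stage differed from each other was measured by leading log2 distances. The median distance from a cell to the others of its stage was 6.34 at pre-puberty (quartiles 6.26 and 6.45), 6.58 at puberty (6.40 and 6.72) and 6.96 in the adult (6.85 and 7.03). The choice that moved these values most was the added constant: with 1 CPM they were 9.59, 9.82 and 10.2. The distance from pre-pubertal cells was 6.72 to pubertal cells and 6.90 to adult cells, and from pubertal to adult cells it was 6.80. The distances within and between stages thus differed by less than 1 log2 unit.

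Cells with Cd55 (Entrez 13136, chromosome 1, 130429798 to 130465009), a surface protein that the study examined as a progenitor marker, were counted at above 40 RPKM. There were 4 of 116 at pre-puberty (3.45%, 0.947 to 8.59), 14 of 119 at puberty (11.8%, 6.58 to 19.0) and 6 of 44 in the adult (13.6%, 5.17 to 27.4), and the intervals overlapped. With any read in a thinned cell the shares were 3.45%, 20.2% and 34.1%. Of the pre-pubertal Cd55 reads, 90.4% came from a single cell, without which the level was 3.18 CPM. Cd55 and Axl together passed the threshold in 3, 5 and 1 cells, and Cd55 with Aldh1a3 in 0, 7 and 1 cells.

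Co-expression of a basal and a luminal keratin, Krt14 with Krt8 or Krt18 at above 40 RPKM, was found in 7 of 116 pre-pubertal cells (6.03%, 2.46 to 12.0), 24 of 119 pubertal cells (20.2%, 13.4 to 28.5) and 14 of 44 adult cells (31.8%, 18.6 to 47.6). With any read in a thinned cell the shares were 11.2%, 35.3% and 70.5%. The last 2 lie close to the shares of thinned cells with Krt14 alone counted, 38.7% and 72.7%, so at this setting they mostly reflect Krt14. At least 3 of the genes Snai2, Moxd1, Nrg1, Wif1 and Bmp7, which the study set beside cap cells, were detected in 6.03%, 22.7% and 11.4% of thinned cells.

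Ward clustering gave 8 clusters, numbered by size. Clusters 1 (98 cells) and 6 (19 cells) were Schwann-like by the fixed markers, with medians of 15.5 and 13 of 24 Schwann genes, and held 115 of the 116 pre-pubertal cells and 2 pubertal cells. A cluster made mostly of 1 stage may reflect the libraries of that stage. Clusters 2 (35 cells) and 3 (35 cells) were luminal-like and mature luminal-like, cluster 8 (14 cells) was luminal progenitor-like, and clusters 5 (28 cells) and 7 (16 cells) were basal-like. The leading genes of cluster 5 began with the fibroblast gene Dcn, then Prelp and Eln, while the basal genes Tagln, Myh11 and Cxcl14 ranked 5, 8 and 9. Its median was 3 of 19 fibroblast genes, but it also held cells with many. Pre-pubertal cell 41 had 16, pubertal cell 58 had 14 and adult cell 45 had 12, so the cluster was mixed. Cluster 4 (34 cells) had medians of 10 of 15 basal and 6 of 10 luminal markers and stayed unnamed. It had the largest median number of genes of the 8 clusters, 4096. Cluster sizes were not compared between stages, since the genes that define the clusters differ between stages.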

Values the study reported

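The study reported plots of distances between 460 cells over the 3 stages. Of the cells from 2-week-old glands, 4 out of 117 were reported to express Cd55.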

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

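All tests in this part were chosen after the values were seen.

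Cells below the coverage filter were used in none of the report's comparisons other than the alternative without a filter, yet those of pre-puberty carried the Schwann genes. Summed over the 28 such cells, the 24 Schwann genes took 11936 CPM (95% interval 11645 to 12234), against 14780 CPM in the pre-pubertal cells that passed. The 17 pubertal cells below the filter had 265 CPM of the same genes and the 22 adult ones had 388 CPM, against 1380 and 649 CPM in the cells of those stages that passed. Single cells weighed on these lower values: without the cell with the most Schwann reads, the passing pubertal cells had 564 CPM and the failing adult cells 214 CPM. The result is listed here because the reads lie in cells outside the main comparisons. Of the 28 pre-pubertal cells, 25 were among cells 1 to 37, where the other 12 had a median of 937028 reads, and these 25 had 12571 CPM. The labels name no run for this block. Reads that spread between wells of the same capture are a candidate explanation, as is a partly lysed cell in the well. The 265 CPM of the pubertal cells argues against a spread of these reads to every stage, but a spread within pre-pubertal captures cannot be told apart from damaged cells, because the labels name no chip. The stage difference itself stays open as a biological explanation, untested.

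Mitochondrial genes were removed before the comparisons, except where every gene was counted as an alternative for the coverage filter, and their share of reads differed between stages. In cells that passed the filter the median share was 10.4% at puberty (quartiles 6.71 and 13.9), 9.71% in the adult (7.45 and 13.1) and 3.47% at pre-puberty (2.72 and 5.09). Read depth does not account for this: in cells with 200000 to 600000 reads the medians were 3.37% at pre-puberty, 10.5% at puberty and 9.86% in the adult. Cell damage, cell type and chip stay open, since the labels do not say which cells shared a preparation, and age as a biological cause was not tested.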

How the results depend on the processing

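The window of 200000 to 600000 reads was chosen after seeing the data. It kept 92 pre-pubertal, 62 pubertal and 26 adult cells, and the stricter filter kept 79, 86 and 17. No paired analysis was possible because no test was made and the cell numbers in the labels pair nothing.

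Under every alternative, the luminal list stayed lower at pre-puberty than at puberty and in the adult, with medians from -1.35 to -3.42. With 1 CPM added the medians were -3.18 for pre-puberty over puberty and -3.42 for pre-puberty over the adult. In the depth window the latter was -1.35, and that of puberty over the adult was 0.33. The smaller constant shrinks low genes less. The median of the whole basal list stayed within 0.21 of 0 under these alternatives, which all kept its low genes or most of them, but its sign for pre-puberty over the adult and for puberty over the adult depended on the setting; in the depth window the median of puberty over the adult was -0.14, and the cause was not tested. TMM factors were 0.97, 1.02 and 1.02 for the 3 stages. The stricter filter and the depth window moved the median of all genes for puberty over the adult from 0.07 to 0.24 and 0.25, and for pre-puberty over the adult from -0.04 to 0.16 and 0.18, so values under these settings are to be read against that shift.

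The order of the distances, with pre-puberty lowest and the adult highest, held under all 5 alternatives. With the 100 largest differences the values were 7.39 at pre-puberty, 7.74 at puberty and 8.33 in the adult. With 1 CPM added they were 9.59, 9.82 and 10.2. The stricter filter gave 6.30, 6.39 and 6.76, and no thinning gave 6.29 at pre-puberty. The first pair of changes follow from the construction of the measure, and the cause of the others was not tested.

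The share of cells with Cd55 was lowest at pre-puberty in every setting. Any read in a thinned cell gave 20.2% at puberty and 34.1% in the adult, and any read without thinning gave 26.1% and 36.4%. Cells with both keratins were fewest at pre-puberty in every setting, but the order of puberty and adulthood changed in the depth window, to 24.2% and 23.1%. With any read in a thinned cell the shares were 35.3% at puberty and 70.5% in the adult. Without thinning they were 13.8% at pre-puberty, 50.4% and 84.1%, and with a threshold 10 times lower they were 31.1% at puberty and 65.9% in the adult. A lower threshold counts more cells by construction.

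The share of cells that passed the filter and the share of pre-pubertal cells in clusters mostly of their own stage stayed within their intervals in every alternative, the latter between 98.3% and 99.1%. The 65 gene ratios were recomputed under 5 settings that can change a direction, which gave 325 values, of which 320 kept their direction. The constant of 1 CPM and the study's filter on low genes cannot change the direction of a gene and are not counted. Among the 51 ratios of at least 1 log2 unit only that of Esr1 for puberty over the adult reversed, from -1.77 to 2.37 in the depth window. The adult cell that held 78.6% of these reads lies above the window. The changes of direction below 1 log2 unit were those of Lgr5 for pre-puberty over the adult with equal weight (-0.11), of Nf1 for puberty over the adult in the window (-0.01), and of Erbb3 for pre-puberty over puberty (0.21 with the stricter filter, 0.08 with equal weight).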

Other observations

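The tests of Schwann genes in pre-pubertal cells and of fibroblast genes in pubertal cells were written before the data were examined; all other tests in this part were chosen after the values were seen.

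The cells that passed the filter numbered 279 of 346 in the files. That is lower than the number of cells quoted from the study above, as is the number before the filter, so the filter alone cannot account for it, and the cause was not determined. The 116 pre-pubertal cells are close to the number quoted for that stage, so the cells that are missing are pubertal or adult ones, and those 2 stages are partial sets here.

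Pre-pubertal cells differed from all others in a way that a nerve-associated cell type can be set against. The 24 Schwann genes that the study does not name had a median log2 ratio of 4.13 for pre-puberty over puberty, and none of 10000 matched random lists was as high. None of these 24 genes is in a list of the study or in another marker list, 7 were detected in at least 10% of pubertal or adult cells, and 18 in at least 50% of pre-pubertal cells. Of the pre-pubertal cells, 115 of 116 carried 8 or more of the 24 genes, a limit set after seeing the values, and they carried 9 to 19. At puberty 3 of 119 cells did, and in the adult 0 of 44, which allows up to 6.82%. The most abundant were Pmp22 at 5022 CPM, Kcna1 at 2597 and Cnp at 1868, against 883, 10.8 and 108 at puberty, where a single cell held 85.8% of the Pmp22 reads and the levels of Pmp22 and Kcna1 without their top cells were 127 and 5.98. In the same cells the median number of pan-epithelial genes was 1 of 14, which the explanation needs. It also asked for basal keratins near 0, and that was not met in all cells. Krt14 was detected in 26.7% of these cells after thinning and Krt5 in 19.8%, against 38.7% and 26.9% of pubertal cells. The median pre-pubertal cell had 0 CPM of each, against 1.24 CPM of Krt14 and 0 CPM of Krt5 at puberty. Krt14 was high in a subset: its median was 521 CPM in the 16 pre-pubertal cells with 8 or more of 15 basal markers. The CPM of Krt5 was 65.7 at pre-puberty, 46.1 at puberty and 207.5 in the adult, where it was 138 without the top cell. Its log2 ratio of pre-puberty over puberty was 0.47. That ratio was 0.17 with equal weight for each cell, 0.03 in the depth window and 0.66 under the stricter coverage filter. The cell surface protein genes used for sorting also differed: Cd24a had 85.0, 975 and 688 CPM at the 3 stages, and Itgb1 (CD29) had 1036, 428 and 631. With the prediction met in part, a candidate explanation of the pre-pubertal profile is that many of these cells were Schwann cells or their precursors. This is a hypothesis that the values do not settle: the data hold no position in the tissue, and an immature epithelial state that uses the same genes stays open and untested.

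Technical explanations of that pattern were also weighed. Read depth is argued against, since in cells with 200000 to 600000 reads the median log2 ratio of the Schwann list was 4.07, with 0 of 10000 random lists as high. Pre-pubertal cells also differed in depth among themselves, and all 9 cells above 800000 reads and 106 of the 107 below carried 8 or more Schwann genes. Free RNA of Schwann cells in wells of epithelial cells like those of puberty is argued against, since 84.5% of pre-pubertal cells (95% interval 76.6 to 90.5) had 3 or fewer pan-epithelial genes, a limit set after seeing the values, against 5.04% of pubertal cells (1.87 to 10.7). In the adult the share was 18.2%. Free RNA in wells of cells that carry few pan-epithelial genes would give the same outcome, so it stays open. The 28 pre-pubertal cells below the coverage filter also carried the Schwann genes, at 11936 CPM. The sort and the chip of each cell are not labelled, so a difference between captures stays open.

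The only pre-pubertal cell with under 8 Schwann genes, cell 41, carried 3 of them and 16 of 19 fibroblast genes. Pre-pubertal cells with 8 or more of 15 basal markers numbered 16, a limit set after seeing the values. They carried 9 to 19 Schwann genes each, and no cell with the basal set had under 8 Schwann genes. A basal cell and a Schwann cell in 1 well is a candidate explanation: these cells detected a median of 3283 genes at 100000 reads, against 2778 in the other 100 pre-pubertal cells. Random pairing would also give basal cells on their own, and none was seen, which argues against random pairing for these 16 cells. They also carried about as many Schwann genes as the other 100, with medians of 15.5 and 15. Non-random pairing cannot be told apart from single cells with both programs, because the microscope record of each well is not part of the values. The median Krt14 level of the 16 cells was 521 CPM, against 304 in pubertal and 798 in adult cells with as many basal markers.

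In pubertal cells with Cd55 and Axl, fibroblast capture was tested. The 5 such cells carried a median of 11 of 19 fibroblast genes (8 to 14), against 1 in the other pubertal cells. Their Dcn level was 1378 to 19709 CPM, and 4 of the 5 also passed the threshold for Aldh1a3. Few pan-epithelial genes, which the explanation also needs, were found in part: they carried 0 to 9 of 14, with a median of 5 against 8, and 4 of the 5 carried more than 3. Fibroblasts, fibroblasts joined to epithelial cells and an epithelial state with fibroblast genes cannot be told apart with 5 cells.

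Of the 4 pre-pubertal cells with Cd55, 3 carried 10 or more fibroblast genes, a limit set after seeing the values, as did 2 of the other 112 cells, and the medians were 13 and 5. Fibroblast RNA in the same wells may explain Cd55 there, but 4 cells cannot decide it. In the remaining one, cell 55, Epcam stood at 2409 CPM beside 11 Schwann genes.

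Cells with a basal and a luminal keratin could hold 2 cells per well. At 100000 reads the pubertal ones detected a median of 2960 genes, against 2692 in the other pubertal cells, while in the adult the medians were 2199 and 2158. At pre-puberty they were 3415 in the 7 cells with both keratins and 2784 in the others, the largest difference of the 3 stages. Doublets and mixed-lineage cells cannot be told apart from this, as gene number also differs between cell types. All 7 such pre-pubertal cells carried 8 or more Schwann genes.

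Immediate early genes, which respond within minutes to tissue dissociation, had a median log2 ratio of -1.38 for puberty over the adult and 1.05 for pre-puberty over puberty, and no random list was as low or as high. The genes moved together, 11 of 12 lower at puberty than in the adult. Handling that differed between preparations may explain this, and cannot be told apart from age, since the labels do not say which cells shared a preparation.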
